# Network‐based feature selection reveals substructures of gene modules responding to salt stress in rice

**DOI:** 10.1002/pld3.154

**Published:** 2019-08-12

**Authors:** Qian Du, Malachy Campbell, Huihui Yu, Kan Liu, Harkamal Walia, Qi Zhang, Chi Zhang

**Keywords:** co‐expression network, data integration, gene modules, LASSO regression, linkage between genome to phenotype

## Abstract

Rice, an important food resource, is highly sensitive to salt stress, which is directly related to food security. Although many studies have identified physiological mechanisms that confer tolerance to the osmotic effects of salinity, the link between rice genotype and salt tolerance is not very clear yet. Association of gene co‐expression network and rice phenotypic data under stress has penitential to identify stress‐responsive genes, but there is no standard method to associate stress phenotype with gene co‐expression network. A novel method for integration of gene co‐expression network and stress phenotype data was developed to conduct a system analysis to link genotype to phenotype. We applied a LASSO‐based method to the gene co‐expression network of rice with salt stress to discover key genes and their interactions for salt tolerance‐related phenotypes. Submodules in gene modules identified from the co‐expression network were selected by the LASSO regression, which establishes a linear relationship between gene expression profiles and physiological responses, that is, sodium/potassium condenses under salt stress. Genes in these submodules have functions related to ion transport, osmotic adjustment, and oxidative tolerance. We argued that these genes in submodules are biologically meaningful and useful for studies on rice salt tolerance. This method can be applied to other studies to efficiently and reliably integrate co‐expression network and phenotypic data.

## 1 INTRODUCTION

Rice (*Oryza sativa*) is arguably the most important crop worldwide. Approximately 3.5 billion people globally rely on the cultivation and distribution of rice for food and economic security. Given its economic importance, considerable efforts are continually made to maximize productivity. However, environmental factors such as drought, salinity, high heat, and submergence are major constraints. Especially, rice is highly sensitive to salt stress (Flowers & Colmer, 2015). This sensitivity is driven by the osmotic effects of excessive Na^+^ in the soil–plant relations and the toxic effects of Na^+^. Therefore, study on salt tolerance in rice is important for food security. Although many studies have identified physiological mechanisms that confer tolerance to the osmotic effects of salinity and documented several mechanisms to limit the toxic effects of Na^+^ on plant growth, the link between rice genotype and salt tolerance is not very clear yet, because salt tolerance is a complex quantitative trait, which involves numerous changes in metabolic pathways and related physiological processes. Since many genes are involved in the regulation of salinity tolerance, traditional approaches that examine one or a few genes in response to salinity may fail to capture and characterize the complex responses at the molecular level. Thus, for such quantitative traits, identifying functional gene clusters would be much more meaningful than searching for a single gene. With the advent of next‐generation sequencing technology, transcriptional responses to an environmental stimuli can be examined at a genome‐wide level and provide a comprehensive understanding of the complex processes underlying environmental adaptation and abiotic stress responses.

RNA‐sequencing data provide valuable information on gene expression across different experimental conditions, time points, tissues, or genotypes. Traditionally, in co‐expression network analysis, genes with similar expression pattern are grouped, with the underlying rationale being “guilt by association.” This extensively validated principle states that transcriptionally coordinated genes are often functionally related. Once co‐expression modules are identified, it is challenging to determine which modules are associated with the phenotypic response, and which biological processes in the same module are involved. To link modules to phenotype, one approach is to calculate the correlation between physiological traits and eigengenes of the given modules, which are defined as the first principal component (PC) of a specific module (Virlouvet et al., 2018). The first PC accounts for the largest variance of the gene expression for genes within the module and thus can describe the major expression pattern. This method is reasonable when the major variation in the data is caused by a treatment or condition. However, in practice, genes in the same module are not necessarily in the biological process due to different locations of gene products in cells, and mathematically, module‐discovery methods may introduce large variance in the clustering process. The correlation approach based on single average patterns may fail to identify modules associated with the trait.

To reveal the substructure of modules and identify submodules that are associated with the observed trait, principal component analysis (PCA) was used to break down modules and multivariate regression analysis was used to test the most significant submodules. Specifically, the variable selection method least absolute shrinkage and selection operator (LASSO) was employed to identify the substructure of gene modules and find the clusters of genes highly relevant to salt stress response in rice. Although various algorithms were developed for variable selection, LASSO is well known for its statistical accuracy, computational feasibility, and broad applicability to adaptation. In this work, we applied LASSO to the gene co‐expression network of rice with salt stress to discover key genes and their interactions for salt tolerance‐related phenotypes. LASSO‐based methods were applied to different biological research before. For example, it has been used GWAS analysis (Wu, Chen, Hastie, Sobel, & Lange, 2009), eQTL analysis (Cheng, Zhang, Guo, Shi, & Wang, 2014), transcriptome assembly (Li, Feng, & Jiang, 2011), and gene regulatory network analysis (Gustafsson, Hornquist, & Lombardi, 2005). However, it is the first application of LASSO method for the identification of submodules in gene co‐expression networks in plants.

## 2 METHOD AND MATERIALS

### 2.1 Plant growth conditions and phenotyping

All phenotypic data were collected from large‐scale phenotyping of a diverse panel of rice varieties. The greenhouse conditions and experimental description for these experiments can be found in the reference (Campbell et al., 2017). Briefly, the study used 383 of the 421 original RDP1 accessions and seven check varieties (Zhao et al., 2011; Famoso et al., 2011, Eizenga et al., 2014). According to the classification by Famoso et al., the subset of RDP1 included 77 *indica*, 52 *aus*, 92 *temperate japonica*, 85 *tropical japonica*, 12 *groupV/aromatic*, and 56 highly admixed accessions (the subpopulation assignment was not provided for nine accessions) (Famoso et al., 2011). The phenotyping experiments were conducted between July and September in 2013 in a controlled greenhouse at Lincoln, NE. The greenhouse was maintained at 25–28°C with relative humidity at 50%–80%, and a photoperiod of 16 hr:8 hr (day:night). Seedlings were germinated in the dark for 2 days, exposed to light for 12 hr, and were transplanted into pots filled with Turface (Profile Products, LLC). The seedlings were grown in tap water for 4 days after transplanting and were supplemented with half‐strength Yoshida solution (pH 5.8) for the remainder of the experiment. For salt treatment, NaCl was mixed with CaCl_2_ in a 6:1 molar ratio and was added after 10 days of seedling growth. The stress treatment was started at 2.5 dS/m and was increased gradually up to 9.5 dS/m in four steps over a period of 4 days. The stress treatment was maintained at 9.5 dS/m for the remaining 2 weeks. Root and shoot samples were collected separately and rinsed 3 times in tap water and once in deionized water to remove excess NaCl after the experiment (14 days of 9.5 dS/m; 28 days after transplant). The samples were oven‐dried at 60°C for 1 week prior to measuring root and shoot biomass. Shoot and roots from two plants were taken for biomass measurement. Dried shoot samples were ground and 200–300 g of total material was digested with 0.1 N Nitric acid (Fisher Scientific) at 70°C for 8 hrs, while root samples were weighed and digested without any grinding. The samples were diluted, and cation (Na^+^ and K^+^) concentrations were determined with an appropriate standard by dual‐flame photometry (Cole Parmer). Phenotypic data were combined across periods, and a linear model was fit to calculate adjusted means for individual accession using the PROC GLM procedure of the Statistical Analysis System (SAS Institute Inc). The linear model included a period (i.e., June–July or August–September), replication nested within a period, tub nested within replication, accession, and accession‐by‐period interaction.

### 2.2 Transcriptome experiment and RNA‐sequencing

RNA‐seq data were generated from shoot tissues of 92 diverse rice accessions. These accessions were randomly selected from the Rice Diversity Panel 1 (Zhao et al., 2011) and consist of 34 subspecies *Indica,* while 52 accessions were from subspecies *Japonica*. For each accession, gene expression profiles of shoot tissues were measured for both control condition and salt condition after exposing the rice seedlings to 6 dS/m (~60 mM NaCl) salt stress for 24 hr. The RNA‐seq data can be accessed through GEO database (Accession #: GSE98455).

### 2.3 RNA‐seq data analysis and Co‐expression network analysis

By using Trimmomatic (Bolger, Lohse, & Usadel, 2014), each 101 bp RNA‐seq read was trimmed to make sure the average quality score larger than 25 and having the minimum length of 75 bp. All trimmed short reads were mapped to the *rice* Genome (version 6) using TopHat (Trapnell, Pachter, & Salzberg, 2009), allowing up to two base mismatches per read. Reads mapped to multiple locations were discarded. Numbers of reads in genes were counted by the HTSeq‐count tool using corresponding rice gene annotations (Anders, 2010). DEseq (Anders & Huber, 2010) was used to do normalization for read counts of all genes.

Co‐expression network analysis was used to identify genes with coordinated transcriptional responses (modules). Genes exhibiting low variance or low expression across both control and salt samples were removed, as these genes could introduce noise with the co‐expression pattern measured with Pearson correlation. Two criterions were used for this purpose: (a) the ratio of upper quantile to lower quantile of normalized read count smaller than 1.5; (b) for more than 80% samples, normalized read count smaller than 10. 

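Both criteria were applied to the 57840 genes of the count tables over all 184 control and 184 salt libraries together, after normalization with DESeq2 median-of-ratios size factors. The upper and lower quantiles were taken as the 75% and 25% quantiles of a gene across libraries. The normalized count was under 10 in more than 80% of the libraries for 34870 genes. Another 10690 genes passed this criterion and had a ratio of upper to lower quantile under 1.5. The remaining 12280 genes went on to the log2 fold change matrix. When the 90% and 10% quantiles were used at both filtering steps, the number of genes kept for the network rose from 11707 to 20308, the largest change among the alternatives that still kept most of these genes.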

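For each of the 92 accessions, the normalized counts of the 2 salt libraries and of the 2 control libraries were averaged, a pseudocount of 1 was added to both means, and the log2 of their ratio was taken. Over the 11707 genes kept for the network, the median log2 fold change was 0.002, with 25% of the values under -0.2684 and 25% over 0.2966. The 5% and 95% quantiles were -0.8426 and 0.8904. The spread of a gene across the accessions, given as the difference between its upper and lower quartile, had a median of 0.5478 and reached 3.857. The mean log2 fold change over the accessions was above 1 for 5 genes and below -1 for 11 genes. The matrix holds the mean of both replicates. Taking the fold change of each replicate number on its own, as 184 columns, kept 11931 genes.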

To capture the signal of changes caused by salinity stress, a log2 fold change matrix was calculated by dividing the salt count with corresponding control count and further stabilized through log transformation. For this log2 fold change matrix used for co‐expression network construction, genes with the ratio of upper quantile to lower quantile larger than 0.25 were kept. 

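The ratio of quantiles of a log2 fold change was read as their difference, because a ratio has no meaning where the lower quantile is negative. With this reading, 11707 of the 57840 genes had a difference between the upper and lower quartile of the log2 fold change above 0.25 and were used for the correlation matrix. Fits that each left out 1 replicate kept 11754 and 11840 genes. A pseudocount of 10 in place of 1 lowered the number to 10684, and edgeR's TMM normalization in place of DESeq2's size factors gave 11788. The choice that moved the number most was the literal ratio of the quantiles above 0.25, which left 192 genes.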

Among the total of 57,840 *rice* genes, 8,953 genes displaying sufficiently high variation were identified, and their values were used to construct a correlation matrix using the R package, WGCNA (Langfelder & Horvath, 2008). The soft threshold was set as 4 to ensure the scale‐free topology to be higher than 0.9. 

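On the log2 fold changes of the 11707 genes over 92 accessions, the unsigned network with a soft threshold of 4 had a scale-free topology fit of R2 = 0.9106, computed over 10 bins of connectivity. The fit was 0.2296 at a soft threshold of 1, 0.8486 at 2 and 0.9055 at 3. It stayed above 0.9 for 5 to 8, and was 0.9615 at 8. The mean connectivity fell with the soft threshold, from 572.7148 at 2 to 115.1832 at 4 and 42.182 at 6. Without replicate 1 the fit at a soft threshold of 4 was 0.9169, and without replicate 2 it was 0.9423, so the difference between 3 and 4 was smaller than the spread between replicates. The normalized counts of the salt libraries alone gave 0.8491, and the 90% and 10% quantiles in the gene filters gave the lowest value at this soft threshold, 0.7945.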

Due to the complexity of the hierarchical clustering tree, method dynamic hybrid cut was implemented to get modules. Dynamic tree cutting was adopted to identify modules with minModuleSize of 25 (Langfelder & Horvath, 2007).

### 2.4 Algorithm for linking phenotyping data to submodules in gene co‐expression network

Figure 1 shows the workflow of the algorithm to link phenotyping data to submodules in the gene co‐expression network. For all modules identified by WGCNA, the first step is breaking down all modules into submodules. PCA was used for all modules. The first, second, and third components were considered, and the eigenvectors of the first three PCs were used as the virtual genes to represent genes in these components. Then, LASSO method was employed to select the most significant virtual genes associated with phenotyping data. The following section describes the details of the LASSO step. Once significant virtual genes identified, all genes in the same module were compared with a significant virtual gene to identify the most correlated genes with a statistical test based on the broken‐stick model. The details of this test are described in the following sections.

**Figure 1:**
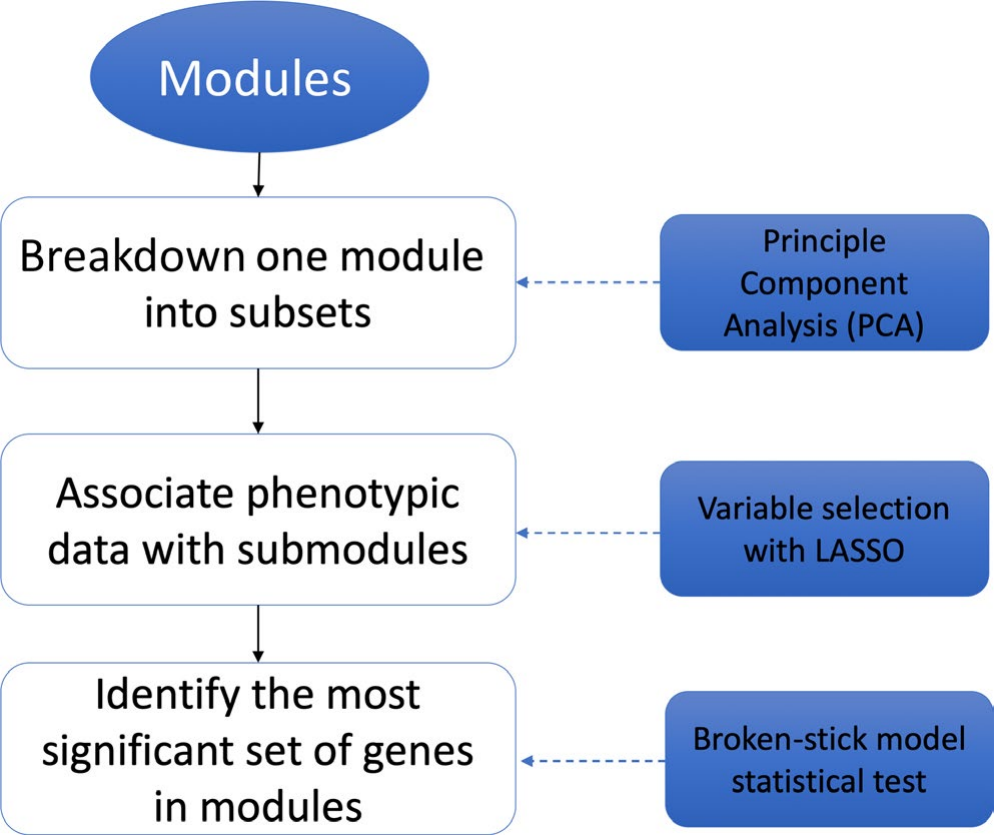
Flowchart of the algorithm to link phenotyping data to submodules in the gene co‐expression network

### 2.5 Variable selection with LASSO

Various algorithms were developed for variable selection, but LASSO is well known for its statistical accuracy, computational feasibility, and broad applicability to adaptation. In this manuscript, we applied LASSO to the gene co‐expression network of rice with salt stress. To link the phenotypic data to gene expression profiles, a linear model was fitted:

(1) $$Y_{i}=X_{i}\beta_{i}+\beta_{0i}+e,$$

where *Y*_*i*_ are the phenotypic response for the *i* ^*th*^ (*i *=* *1…92) genotype, *X*_*i(jk)*_ is the PC matrix that *X*_*i(jk)*_ represents the log_2_ PC value from the *j* ^*th*^ (*j *=* *1…3) PC of the *k* ^*th*^ (*k *=* *0…16) module for the *i* ^*th*^ genotype, and is the coefficient of the *j* ^*th*^ PC from *k* ^*th*^ module and its absolute value quantifies the contribution effects. The phenotypic response, *for example,* the physiological vector, was log_2_ of Na^+^/K^+^ ratio. The LASSO method was used to shrink coefficients of virtual genes with trivial effects into zeroes while keeping virtual genes with large effects by minimizing the residual sum of squares with an additional L1 norm, shown in Equation :

(2) $$\min\sum {\left(Y_{i}-\beta_{0i}-X\beta_{i}\right)}^{2}+\lambda \left[\left(1-\alpha \right)\left||\beta_{i}{\left|\right|}_{2}^{2}+\alpha |\right|\beta_{i}{\left|\right|}_{1}^{2}\right].$$

The optimal penalty parameter λ is a constant larger than zero, and the optimum value was determined with leave‐one‐out cross‐validation. To determine the optimal set of parameters selected by LASSO, we adopted the most regularized model such that error is within one standard error of the minimum.

### 2.6 Identification of significant genes with broken‐stick model

After significant PCs selected by the linear regression, we developed a broken‐stick model to identify genes significantly associated with the selected PCs. In stick‐breaking theory, a stick of length one would be literately broken into pieces and the length of broken pieces just follow the Dirichlet distribution. Here, we take the contribution values of genes from the same module as the lengths of pieces from a broken stick. The random sampling from the Dirichlet distribution was repeated for many times, and for each time, the broken pieces were sorted by their lengths in a descending order. The gene with the largest contribution would be compared with the upper quantile of the empirical distribution constructed by the largest lengths of broken pieces. If the contribution value is larger than the upper quantile from the random background, this gene would be regarded as genes that have an unusual contribution to the selected PC. For a module with *K* genes, a stick, whose length is unit 1,  needs to be broken into *K* pieces. The lengths of those *K* pieces were got from the following the Dirichlet distribution. We denote the length of the *i* ^th^ (0 < *i* < *K*) piece as *x*_*i*_ (0 < *x*_*i*_ < 1) and, therefore,  $\sum_{i=1}^{K}x_{i}=1$. In addition, for each *x*_*i*_, we have the corresponding α_i_ (α_i_ > 0). Then, random variables *X = (X_1_, X*_*2*_ *,…, X*_*k*_) have the following PMF (Equation ):

(3) $$f\left(X,\alpha \right)=\frac{\Gamma \left(\sum_{i=1}^{K}\alpha_{i}\right)}{\Pi_{i=i}^{K}\Gamma \left(\alpha_{i}\right)}\Pi_{i=1}^{K}{\left(x_{i}\right)}^{\alpha_{i}-1},$$

In our case, to make sure that *X* follows uniform distribution in the *k* ^*th*^ dimension, α_i_ (0 < *i* < *K*) was set as one. The sampling process was repeated for 10 thousand times, and for each time, the resulting lengths were further sorted in the descending order *x*_*(1)*_ *< x*_*(2)*_ *< … < p*_*(m)*_ *< … < x*_*(k)*_. Values of *x*_*(m)*_ from 10 thousand simulations would be used to construct the corresponding empirical distribution *E*_*(m)*_. Meanwhile, the proportions of contribution denoted as *p*_*(m)*_ *,* of genes in the module were sorted in the descending order *p*_*(1)*_ *< p*_*(2)*_ *< …p*_*(m)*_ *< … < p*_*(k)*_. The value of *p*_*(m)*_ was then compared with upper quantile of *E*_*(m)*_.

### 2.7 Real data‐driven simulation

Two different types of simulations were conducted to compare LASSO and correlation in selecting expression patterns.

### 2.8 Simulation I

In simulation I, LASSO method and a simple method based on the correlation were compared to test which one has a better performance in selecting the true PC patterns. A real data‐driven simulation was performed to evaluate whether LASSO is better in picking up correct expression patterns, *for example,* PCs, than the simple correlation comparison. In the simulation, the real PC matrix containing 51 PCs from 17 gene modules was used, and the same 8 PCs selected by LASSO with real data were assumed to be positives to contribute to the observed change in Na+/K+ ratio. The absolute value of their coefficients estimated by the linear regression without penalty is called effect sizes on the dependent variable. For the real case, the values of effect sizes are in the range of .034 to .1596. The comparison between LASSO and the correlation method was conducted by changing effect sizes obtained by multiplying the original coefficients of those 8 PCs with a series of multiplying factors ranging from .3 to 2. For other PCs not chosen, their coefficients were set as zeroes. Equation  describes the formula used in the simulation to calculate the dependent variables with the real PC matrix and predefined coefficients of all PCs.

(4) $$Y_{\left(N\times 1\right)}^{\mathrm{sim}}=X_{\left(N\times M\right)}\beta_{\left(M\times 1\right)}^{\mathrm{sim}}+\varepsilon_{\left(N\times 1\right)}^{\mathrm{sim}},$$

where *X*_*N*×*M*_ is the same PC matrix as what we used in real data analysis. $\beta_{{}_{M\times 1}}^{\mathrm{sim}}$ is the assumed coefficient for all PCs. The residual error $\varepsilon_{N\times 1}^{\mathrm{sim}}$ follows a normal distribution *N*(0, σ^2^), where the variance σ^2^ was estimated with the residual values from the linear regression with eight PCs. With the formula above, for each multiplying factor, we generated $Y_{N\times 1}^{\mathrm{sim}}$ for 100 times using different simulation seed. For each round of simulation, the ability of LASSO in identifying correct the PC pattern was compared with that of correlation method. Due to the skewed dataset that the number of true negatives dwarf the number of true positives, the area under precision‐recall curve (PR AUC) is used as the standard of comparison. The ranking of PC patterns for calculating PR AUC is based on the absolute values of the correlation between PC patterns and the simulated *Y*. For LASSO, the ranking is obtained from the Coefficient Shrinkage curve, in which coefficients of PCs would shrink to zeroes in order. If the shrinkage curves of PCs are shrunk to zero at the same time, they are further ranked by the absolute values of their coefficients at the optimum lambda.

### 2.9 Simulation II

We randomly choose eight PCs and set their coefficients as non‐zero values so that four of them had the same positive number and the other four had the same negative number. The maximum coefficient size from the real data analysis is .1596, and the minimum size is .034. Based on the scale of the original coefficients, coefficient series in our simulation is .03, .05, .1, .15, .3, and .5. For each effect size, we did 100 simulations. However, PCs set to have a non‐zero effect size are the same as what we picked from real data analysis. Moreover, the signs of their coefficients are unchanged, and their effect sizes are either decreased or increased in the same proportion. To make our conclusion more robust, eight PCs were randomly chosen out of the 51 PCs. The absolute values of their coefficients were set the same and four of them were assumed to have positive effects, while the other four were assumed to have negative effects. Based on the effect size in real data analysis, we tested a series of effect size, .03, .05, .08, .1, .15, .3, and .5. For each effect size, we repeat for 100 times with different seeds.

### 2.10 GO term enrichment analysis

GO::TermFinder (Boyle et al., 2004) was used to identify modules significantly enriched by genes belonging to GO terms. The *p* value was calculated with hypergeometric distribution and further adjusted with Bonferroni to correct multiple hypothesis testing. The cutoff used is adjusted *p* value < .05. The GO term association files for rice were obtained from http://rice.plantbiology.msu.edu/.

## 3 RESULTS

### 3.1 Phenotypic data and gene co‐expression network in response to salinity stress

For this study, the primary aim was to identify genes or gene clusters whose expression patterns were highly associated with physiological responses to salinity stress. After a 9 dS/m (~90 mM NaCl) salt stress was imposed gradually over 4 days (in four increments of 20–30 mM) to 2‐week‐old rice seedlings, tolerance‐associated traits in rice, such as shoot biomass and shoot Na+ content, were measured at the end of a 2‐week stress period. In this study, the shoot Na^+^ content was used to represent the plant response to the salt stress. The inherent differences in growth rate between lines were controlled, and hence, the saline‐induced growth response was normalized by corresponding parameters in control conditions. To identify the gene clusters responding to salinity stress, a co‐expression network was constructed, in which genes are referred to as nodes and an edge between two nodes indicates that the corresponding two genes have similar expression patterns. 

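RNA from shoots was sequenced for 92 accessions of the Rice Diversity Panel 1, each grown under the control condition and under salt, with 2 replicates of each, which makes 184 control and 184 salt libraries. The paper gives the salt stress as 6 dS/m, close to 60 mM NaCl, for 24 h. The sample labels describe seedlings 8 days old, a rise in steps of 3 dS/m over 24 h, and a further 24 h at the final level. The authors trimmed the reads, mapped them to the rice genome with TopHat, discarded reads with more than 1 location, and counted reads per gene with HTSeq-count. The deposited tables hold these counts without normalization for 57840 genes, of which 52033 had a count in at least 1 library. Between 10438730 and 18631255 reads were counted on genes in the control libraries, with a median of 14386004, and between 10217106 and 17592517 in the salt libraries, with a median of 14531112.5. A median of 27457 genes had a count above 0 in a library. The 10 most abundant genes took from 5.6679% to 17.3483% of the counts of a library.

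No replicate pair differed by as little as sampling noise: the chi-square of the 184 pairs, divided by its degrees of freedom, was between 5.192 and 239.338, so every library was kept as a separate replicate. The Pearson correlation of log2 counts between replicates, across genes, had a median of 0.957 and was below 0.9 in 10 of the 184 pairs. From the counts on, the methods of the paper were followed as far as they are stated: size factors, filtering, the log2 fold change of replicate means with a pseudocount of 1, Pearson correlation with a soft threshold of 4, topological overlap, average linkage, a dynamic hybrid tree cut with a minimum module size of 25, and principal components of each module. The quantiles of the filters, the depth of the tree cut and the merging of modules are choices that could change the numbers. The shoot Na+ content of the accessions is not in the files analysed here, so the steps that use it were not repeated.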

The expression profiles used to construct the gene co‐expression network come from RNA‐sequencing data of shoot tissues across 92 diverse rice accessions. 

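The network was built from the log2 fold changes of salt over control described in the methods, for the 11707 genes that passed the filters, with 92 accessions as the columns. The mean connectivity of a gene was 115.1832 and the median was 50.0335. Because the results describe a network of the 184 salt samples, the same genes were also clustered on the log2 normalized counts of the 184 salt libraries alone. That matrix gave 15 modules in place of 23, a largest module of 3748 genes in place of 4386, and a scale-free topology fit of 0.8491 in place of 0.9106.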

We performed the weighted gene co‐expression network analysis (WGCNA) on 8953 genes just for those 184 samples exposed to salt stress, and the clustering result is shown in Figure 2. Please see the Section of Material and Methods for more details. 

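The dynamic hybrid tree cut with a minimum module size of 25 and deepSplit 2 distributed the 11707 genes into 23 modules and left 2 genes unassigned. The largest module had 4386 genes, followed by modules of 1761, 1431 and 1074 genes. The smallest had 30 genes, and the median size was 160. The tree cut was implemented anew after the published algorithm, since the WGCNA package was not available. On simulated data with 6 modules it found all 6, with at least 96.7% of the genes of each. The simulated modules were independent of each other. Each of their genes was set to follow its module more closely than the lowest median absolute correlation with PC1 found here, 0.401. How well modules as loose as that are recovered was therefore not tested. Without replicate 1 there were 23 modules with a largest module of 3041 genes, and without replicate 2 there were 21 with a largest of 4410. The number of modules depended on the depth of the cut, with 14 modules at deepSplit 1 and 42 at deepSplit 3. Joining modules whose eigengenes correlated above 0.75 also gave 14 modules.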

All those genes were distributed into 17 modules, with the size ranging from 34 to 2,963 genes. These modules and the shoot Na^+^ content were integrated with a linear model to link transcriptomic changes to rice phenotypic response to salinity stress.

**Figure 2:**
The clustering result of WGCNA to the gene co‐expression network with a heatmap plot. The heatmap shows the topological overlap matrix among all genes in different clusters, and blocks of darker colors along the diagonal are related to genes from the same modules

### 3.2 Module features selected by LASSO

Once co‐expression modules are identified, we next sought to identify modules that are related to salinity stress. Traditionally, PCA would be performed on gene expression profiles of each module to get the first PC of each module (also called the eigengene), and the importance of each module was evaluated by the strength of correlation between eigengenes and the physiological trait (Virlouvet et al., 2018). However, genes in a module identified in the co‐expression network are heterogeneous and could be involved in many different biological processes and respond to variant signals. Therefore, we hypothesized that one module has substructures, and a submodule responds to a specific signal. A new method to select submodules associated with the trait of interest (i.e., shoot Na^+^ content) was developed. In the first step, PCA was performed on each module and extracted the top three PCs of each module to form a PC matrix (total of 51 PCs from 17 modules). 

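In the 23 modules found from the count tables, PC1 explained a median of 43.81% of the variance of the standardized log2 fold changes, PC2 a median of 5.43% and PC3 a median of 3.86%. The share of PC2 was between 3.23% and 9.19% over the modules and that of PC3 between 2.62% and 6.28%, so in every module the step from PC1 to PC2 was far larger than the step from PC2 to PC3. The top 3 PCs of the 23 modules made a PC matrix with 69 columns. The lowest PC1 share moved most, from 24.64% to 34.4%, when the stage of the tree cut that assigns remaining genes to the nearest module was left out. From the low contribution of the higher-order PCs the paper reasons that they would mainly add noise.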

Only top three PCs were taken from each module because the higher‐order PCs have a very low contribution to the entire module and hence can give rise of an overwhelming noise level. One can find if display genes in the eigengene space, such as PC1 and PC2, genes can be grouped into different clusters: Some genes are close to PC1 and the other to PC2. 

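The position of genes relative to the PCs was measured by the correlation of each gene's log2 fold change with the PC scores of its own module over the 92 accessions. Of the 11705 genes in modules, 1784 had a higher absolute correlation with PC2 or PC3 than with PC1, which is 15.24%. These genes were spread over the modules unevenly: 907 of them were in the largest module of 4386 genes, and 5 modules had none. The median absolute correlation of a module's genes with PC1 was between 0.401 and 0.801, with PC2 between 0.123 and 0.252, and with PC3 between 0.103 and 0.173. These correlations are across accessions for genes that also define the PCs. From the presence of genes close to PC1 and of others close to PC2, the paper reasons that a module can be split further into submodules.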

This indicates that genes in the same module still can be further split into submodules. The second step is the statistical feature selection step—a regularized regression model, a LASSO‐based method, was applied to quantify the relationship between module expression patterns and the physiological data. The fitted model can find the expression patterns contributing the most to the observed physiological data. During the PC selection step, using LASSO, the optimal λ values were identified with a leave‐one‐out cross‐validation. The result is shown in Figure 3, where the cross‐validation errors were plotted against varying log(λ) values in the search range. The error bars show the standard deviation of the errors calculated from the cross‐validation. The dotted line indicates the λ giving the minimum mean squared error, and the corresponding value of the parameter is .0429. Therefore, eight PCs were identified as the optimal feature set. In other words, eight significant PCs from seven modules were selected to have non‐zero effects on the stress (Table 1). Interestingly, for most modules, the selected PCs are the second (module 15, 16) or the third PC (module 4, 6, 7, 14, 15, and 16), which would be missing by traditional methods using the first PC only. This result is reasonable because genes contributing to the first PCs are expressed for the maintenance of basic cellular functions, and genes’ expression for the response to environmental perturbation is a small part of the entire transcriptome. The last step is to identify genes significantly associated with the selected PCs. This step was implemented with a statistical test based on the broken‐stick model. In on gene module, the contribution of genes to a PC is considered as the lengths of broken pieces from a stick. Sorted contributions of genes would be compared with the upper quantile of the empirical distribution constructed by the largest lengths of broken pieces. If the contribution value of a given gene is larger than the upper quantile from the random background, this gene would be regarded as genes that have an unusual contribution to the selected PC. Figure 4 shows the comparison for genes to PC3 in Module #14, and three genes have significant combustion to PC3. 

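The module of the paper's Fig. 4 cannot be matched to a module found here, because module membership is given in the paper only for a few loci. For a module of 46 genes, the size that Table 2 of the paper gives for Module #14, the 95% quantile of the broken-stick background from 10000 draws was 13.984% for the largest contribution, 9.885% for the next and 8.056% for the one after it. In the smallest module with genes above this background in PC3, which had 102 genes, 6 genes had an unusual contribution to PC3. The largest contribution to PC3 was 9.6293%, against a 95% quantile of 7.2239%. The largest contribution to PC1 was 1.7066%. With standardized genes, a contribution cannot exceed 1 divided by the product of the number of genes and the PC's share of the variance. For PC1 of this module that limit was 2.0426%, below the 95% quantile of 7.2239% for the largest contribution. Genes were counted down to the first that did not exceed the background, so none could be counted for PC1.

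**Figure D1:**
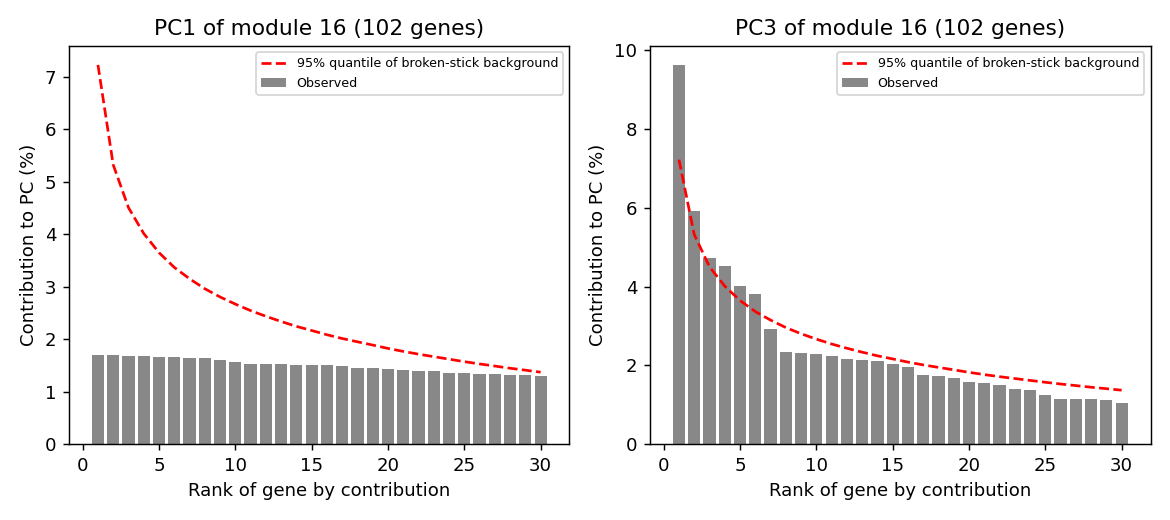
Contributions of genes to PC1 (left) and PC3 (right) of a module of 102 genes, in percent of the PC, for the 30 genes with the largest contributions in order of rank. Grey bars are the observed contributions and the red dashed line is the 95% quantile of the broken-stick background at the same rank. The first 6 bars of PC3 are above the line. The first bar of PC1 is below it, since no contribution to PC1 can exceed 2.0426% in this module. The module was chosen as the smallest with genes above the background in PC3.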

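The broken-stick test was run for PC1, PC2 and PC3 of all 23 modules, since the selection of PCs by LASSO needs the shoot Na+ content. For PC1 no gene could be counted. The highest contribution possible with standardized genes was below the 95% quantile of the background for the largest contribution in all 23 modules. For PC2, 573 genes in 6 modules had a contribution above the 95% quantile at their own rank, with 22 to 252 genes in a module. For PC3, 1878 genes in 9 modules did, with 4 to 807 genes in a module. Genes were counted from the largest contribution down to the first that did not exceed the background. The paper does not state this stop, so PC1 genes at lower ranks could exceed their own background without being counted. The same holds for PC2 and PC3, where a module counted 0 genes if its largest contribution fell short. In the module of 4386 genes, the largest contribution to PC2 was 0.241% against 0.2593%, and 0 genes were counted. The paper says that an upper quantile was used without giving its level. With the 75% quantile the number for PC2 rose to 2224 genes, and with the 99% quantile the number for PC3 fell to 813 genes. Leaving out replicate 1 changed the numbers to 1148 genes for PC2 and 1033 for PC3, and leaving out replicate 2 to 569 and 1528.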

The numbers of significant genes for nine PCs from eight modules are listed in Table 2. The distributions of genes with respect to the correlation to each specific PCs are shown in Figure 5. 

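Over the 23 modules, 5959 of the 11705 genes had an absolute correlation above 0.5 with PC1 of their module, which is 50.91%. The same correlation was exceeded by 190 genes for PC2, or 1.62%, and by 113 genes for PC3, or 0.97%. The median absolute correlation in a module had a median over modules of 0.654 for PC1, 0.16 for PC2 and 0.128 for PC3. Most genes thus lay at low correlations with PC2 and PC3 and few at high ones. From a small peak of selected genes apart from a large peak of the others, the paper reasons that the modules have substructures.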

One may note that selected genes for a second or third PC in each module form a small peak before a large peak, which further indicates there are substructures in modules. For second and third CPs, the selected genes are a small portion of the entire module, and these genes have high potential to respond to the stress.

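The genes with an unusual contribution to PC2 were 4.9% of all genes in modules, and those with an unusual contribution to PC3 were 16.04%. Both shares depend on the stop in the counting, which leaves out all genes of a module whose largest contribution fell short. Within single modules, the share for PC2 was 17.6101% in the module of 1431 genes and 6.3584% in the module of 346 genes. For PC3 it was highest in the module of 1761 genes, at 27.2572%, and lowest among modules with any such gene in the module of 138 genes, at 2.8986%. The setting that lowered the number for PC3 most, apart from the literal ratio of quantiles, was the tree cut without the stage that assigns remaining genes, with 241 genes in place of 1878. The paper describes the selected genes as a small part of their module and gives them a high potential to respond to stress. Their relation to shoot Na+ content was not analysed here.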

**Figure 3:**
For LASSO training result, the cross‐validation errors were plotted against varying log(λ) values in the search range

**Table 1:** Significant submodules after LASSO selection based on their coefficient values

Module #	4	6	7	11	14	15	16
1st PC				−.0325		−.0111	
2nd PC						.0862	.0869
3rd PC	−.0275	.01257	.0463		.0889		

**Figure 4:**
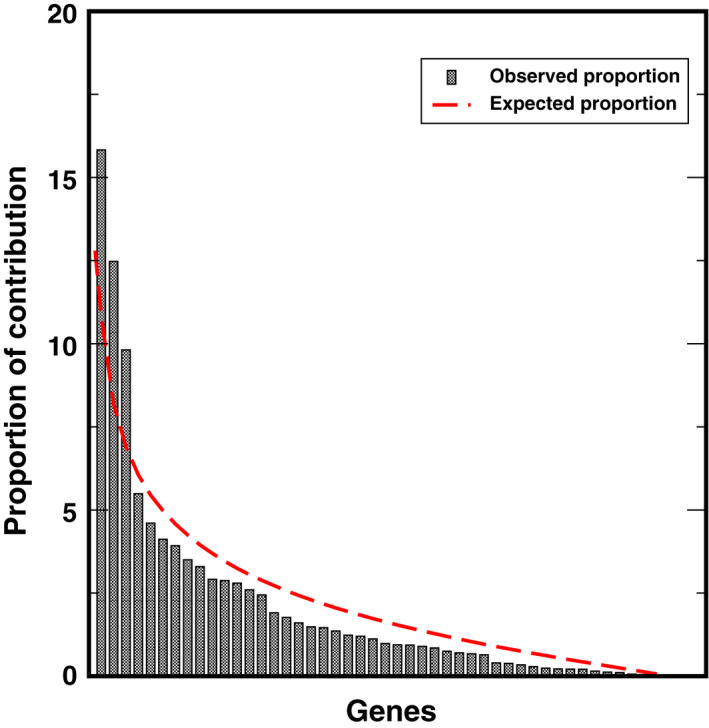
The contribution of genes to PC2 in Module #14 with the background

**Table 2:** Overview of all significant modules

Module #‐PC	No. of genes in modules	No. of genes in submodules	Enriched with genes belongings GO terms	Adj. *p*‐value
4‐3	891	67	Transport (20/67)	1.9 × 10^−5^
6‐3	313	53	Response to stress (16/53)	1.58 × 10^−5^
7‐3	184	24		
11‐1	110	110	Response to stress	7.86 × 10^−9^
14‐3	46	3		
15‐1	46	18	Response to abiotic stimulus	.0089
15‐2	46	8		
16‐2	34	7	Cellular homeostasis (3/7)	4.46 × 10^−12^

**Figure 5:**
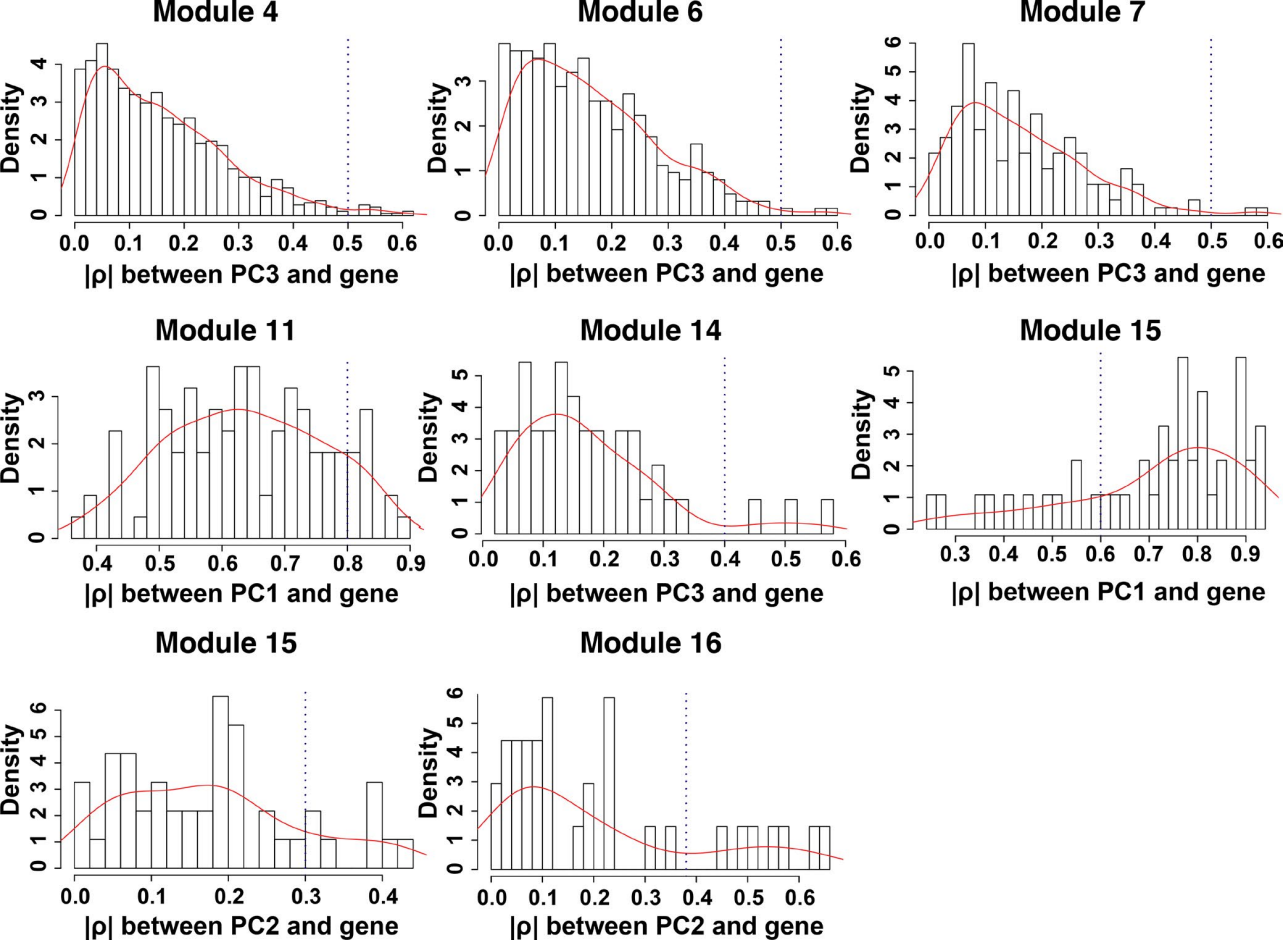
The distributions of genes with respect to the correlation to each specific PCs.

### 3.3 Significant genes selected by LASSO are relevant to salt stress

All selected significant submodules are enriched with genes in GO terms relevant to salt stress (Table 2). Some of them are genes responding to stress and stimulus. For example, sixteen genes respond to the 3rd PC in **Module #6** are enriched by genes belonging to the GO term of “Response to Stress.” In this submodule, several genes encode transcription factors in the WRKY family, and overexpression of these genes resulted in enhanced salt and drought tolerance, in addition to increased disease resistance (Jiang & Deyholos, 2009; Ma et al., 2017; Qiu & Yu, 2009) or improves the osmotic stress tolerance (Song, Jing, & Yu, 2009). WRKY genes were also identified to respond to stress by an eQTL method in barley (Wehner, Balko, Humbeck, Zyprian, & Ordon, 2016). Some submodules are directly related to salinity conditions. For example, 20 genes associated with the third PC in **Module #4** are enriched with genes in “Transport” (*p*‐value = 1.9 × 10^−5^). For example, gene *LOC_Os01g37690* encodes a protein in NCX family and this protein also has a CAX domain H+/Ca^2+^ exchanging. The sodium/calcium exchanger protein that can maintain cellular homeostasis of Ca^2+^ or Na+. While one calcium ion is pumped outside of the cell, three sodium ions would be transported into the cell in exchange. This process could work in another direction depending on the concentration gradient of ions (Yu & Choi, 1997). Its homolog gene in *Arabidopsis*,* AtNCL*, is broadly expressed in *Arabidopsis*, and abiotic stresses stimulated its transcript expression. Loss‐of‐function *AtNCL* mutants were less sensitive to salt stress than wild‐type or transgenic overexpression lines (Wang et al., 2012). Another gene, *LOC_Os12g07270*, encodes a protein of BASS2, which is responsible for pyruvic acid uptake into the chloroplast, an essential precursor of ABA. It has been proved that a pyruvate transporter, TaBASS2, positively regulates salinity tolerance in wheat (Zhao, Ai, Wang, Xiao, & Xia, 2016). Other submodules, such as in Module #16, #7, #15, are also enriched with genes specifically responding to the salinity conditions.

**Module #16** has a total of 34 genes, and only seven genes are significantly aligned into the subgroup represented by the second PC. Three out of seven genes in this submodule have clues about their functions, and interestingly, these functions are highly relevant to salt stress. *LOC_Os12g01530 and LOC_Os11g01530*, two ferritin homologs, are function‐unknown genes in rice, but their homologs in other plants have functions to store ferrous iron in chloroplasts in a non‐toxic form and to protect plants from oxidative damage induced by different stresses, including salt stress (Deak et al., 1999; Foyer, Lelandais, & Kunert, 1994). Especially, with salinity stress, rice highly prone to have iron deficiency due to a lower release of Fe‐chelating compounds (Abbas, 2015). The correlation between expression levels of these two genes and Na^+^ concentration in shoot gives rise to a hypothesis that upregulated ferritin in salt‐tolerant rice helps the plant to survive under the salinity condition. *LOC_Os09g23300*, the third gene in this submodule, codifies a vacuolar iron transporter and also responds to salt stress. It has been reported that both *LOC_Os12g01530/LOC_Os11g01530*, encoding iron storage proteins, and *LOC_Os09g23300*, encoding one putative vacuolar iron transporter, are upregulated in shoot tissue caused by the stress of phosphate derivation (Secco et al., 2013).

In **Module #7**, there are 184 genes, but 24 genes consist of the submodule represented by the 3^rd^ PC. Out of 24 genes, the most interesting gene is *LOC_Os07g19030*, which can encode a tic22‐like family domain‐containing protein. Tic22, translocon at the inner envelope membrane of chloroplasts, is majorly involved in protein precursor import into chloroplasts (Kessler & Schnell, 2009). It has been reported that this protein can be induced and accumulated in salt‐acclimated cells in *Synechocystis* sp. strain PCC 6803 (Fulda et al., 2006). *LOC_Os10g30540* is a putative lectin‐like receptor kinase (LecRLK), which is well known for its role in plant stress and developmental pathways. For example, in *Arabidopsis,* LecRLK can respond to salt within the ethylene signaling pathway (He, Zhang, Yan, Zhang, & Chen, 2004). LecRLK in pea plant, being shown to phosphorylate MBP, has a unique response to Na+, and the transcript of the LecRLK accumulates in roots and shoots with salt stress (Joshi, Dang, Vaid, & Tuteja, 2010). *LOC_Os07g14100* is a gene coding a polygalacturonase (PG), one of the hydrolases responsible for cell wall pectin degradation, which is involved in organ consenescence and biotic stress in plants. In rice, the transcription of PG is induced by cold, salinity, and drought stresses, as well as by abscisic acid (ABA) treatment, and overexpression of PG can enhance sensitivity to cold, salinity, and drought stresses (Liu et al., 2014). Reduced violaxanthin de‐epoxidase, the gene product of *LOC_Os04g31040*, is instrumental in the regulation of the xanthophyll cycle, which can reduce reactive oxygen species (ROS) damage to cell structure during salinity stresses (Borah et al., 2017; Latowski, Kuczynska, & Strzalka, 2011).

**Module #15** has a total of 46 genes and both PC1 and PC2 are significant. Genes in these two submodules have functions to respond to stress. For example, *LOC_Os10g16974* and *LOC_Os10g17260*, genes codifying for cytochrome P450, are involved in growth and drought stress responses in rice (Tamiru et al., 2015). The gene product of *LOC_Os02g14680* is a UDP‐glucuronosyl and UDP‐glucosyl transferase domain‐containing protein and that of *LOC_Os01g71670* is a glycosyl hydrolase. Both genes are related to glcosylation. It is known that glycosylation is important for plants to respond to stresses; manipulation of glycosylation alters tolerance to biotic and abiotic stresses (Bowles, Isayenkova, Lim, & Poppenberger, 2005; Bowles, Lim, Poppenberger, & Vaistij, 2006). *LOC_Os10g38140* encodes a glutathione S‐transferase, by which the salt stress‐induced lipid peroxidation is reduced (Katsuhara, Otsuka, & Ezaki, 2005). *LOC_Os11g30500* is an HVA22 protein gene. In Barley and *Arabidopsis*, aleurone cells transformed with HVA22 inhibited the formation of GA‐induced formation of vacuoles and programmed cell death (Guo & Ho, 2008). Since vacuoles are important for Na+ storage, HVA22 is a promising candidate protein for salt tolerance. For example, a homolog gene of HVA22 from barley, HVA1, can increase tolerance to water deficit and salt stress in transgenic rice (Xu et al., 1996).

## 4 DISCUSSION

### 4.1 Linking gene expression to phenotypic data

The gene co‐expression network models have been used for the exploration, interpretation, and visualization of the relationship among genes in a wide range of biological applications (Kadarmideen & Watson‐Haigh, 2012; Tan et al., 2017; Yang et al., 2014), but was not integrated with phenotyping data directly yet. The method describes in this manuscript provide an approach to link phenotyping data to transcriptomic data, which provide complementary integration to QTL, the linkage between phenotyping data and genomic data, and eQTL, the linkage between phenotyping data and transcriptomic data. Co‐expression network analysis was combined with eQTLs (Villa‐Vialaneix et al., 2013), studying gene‐phenotype association (Ficklin, Luo, & Feltus, 2010), and GWAS (Schaefer et al., 2018). The discovered gene submodules and genes in these submodules from the method described in the manuscript can also be further combined with eQTL, QTL, and/or GWAS to prioritize genes responding to stress.

### 4.2 Response to stress with multiple submodules

To link modules to phenotype, the naive way (Virlouvet et al., 2018) is calculating the correlation between physiological traits and eigengenes of given modules, which are defined as the first PC of a specific module, accounting for the largest variance of the gene expression within the module. However, in practice, genes in the same module are not necessarily in the same biological process due to different locations of gene products in cells, and mathematically, module‐discovery methods may introduce large variance in the clustering process. Therefore, the correlation approach based on single average patterns may fail to identify modules associated with the trait. Therefore, multiple PCs in on modules need to be considered, and more than one significant PCs can be selected by LASSO. On the other hand, to generate a given type of response to environments by organisms, many genes or various pathways need to work together. Multiple submodules associated with different PCs are integrated together by the linear model can quantitatively describe the different levels of contributions of genes in these submodules and pathways enriched by these genes in the biological systems. At a certain level, the weight parameters of submodules assigned by LASSO can reflect the size of their contributions to the entire system.

### 4.3 Variability for different PCs and high‐order PCs

We used the top three PCs to represent the different submodules in one given module because they already dominate the contributions from all PCs. PCA was performed on all 17 modules. The first PC of each module accounts for 35%~62% of the total variation in gene expression, and the top three PCs could explain 42%~70% of the module variance. 

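In the 23 modules found from the count tables, the first PC accounted for 24.64% to 62.27% of the variance of the log2 fold changes, with a median of 43.81%. The top 3 PCs explained 32.92% to 73.46%, with a median of 53.68%. The lowest share of PC1 was in the module of 285 genes and the highest in the module of 59 genes. In the largest module, of 4386 genes, PC1 explained 27.9224% and the top 3 PCs 35.6276%. When 1 replicate was left out at a time, the lowest PC1 share was 24.82% and 25.5%, and the highest 61.51% and 64.09%. Without the stage of the tree cut that assigns remaining genes, PC1 accounted for 34.4% to 76.35%, and with the literal ratio of quantiles in the gene filter, which kept 192 genes, the highest PC1 share was 36.41%.

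**Figure D2:**
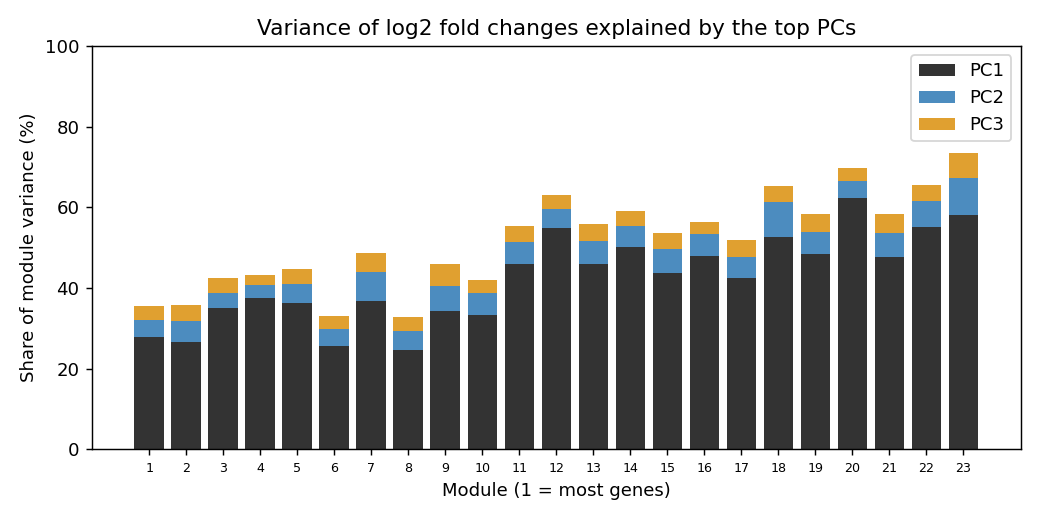
Share of the variance of standardized log2 fold changes (y axis, %) explained by PC1 (black), PC2 (blue) and PC3 (orange), stacked, for each of the 23 modules (x axis, ordered from most to fewest genes). PC1 is the largest part in every module, and the stacked shares run from 32.92% to 73.46%.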

Some modules have less variation, that is, PC1 contributing a high percentage to the total variation, but the other modules have more variations. 

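How far the variation repeated between replicates was measured with log2 fold changes computed from the replicate 1 libraries and from the replicate 2 libraries separately. For the expression levels of the 11707 genes, the correlation between replicates across the 92 accessions had a median over genes of 0.4447 under control and 0.4285 under salt. For the log2 fold changes of the same genes the median was -0.0277. With the accessions of one replicate shuffled 100 times, the median was between -0.0413 and 0.0559, so it could not be told apart from shuffled accessions. The scores of the module PCs, projected on the loadings of the main fit, correlated between replicates with a median Pearson r of 0.05786 for PC1, 0.1411 for PC2 and 0.14969 for PC3 over 23 modules. The Spearman rho had medians of 0.04063, 0.1143 and 0.11085. In this family of 69 correlations, the permutation p of Pearson's r after Benjamini-Hochberg adjustment was under 0.05 in 1 module for PC1, in 3 for PC2 and in 4 for PC3, where one of the 4 correlations was negative (r = -0.46792). The adjusted permutation p of Spearman's rho was under 0.05 in 0 modules for each of the PCs. Modules and loadings came from the mean of both replicates and stayed fixed in the permutations. These p-values thus make no allowance for loadings fitted to the replicates compared. Without the 2 accessions farthest from the median score, the medians of Pearson's r were 0.094, 0.1086 and 0.1273, and r fell from 0.5793 to 0.19422 in the module of 103 genes that had the highest correlation for PC1, which therefore rested on those accessions. The difference between PC1 and PC3 over modules was within their spread (mean difference -0.04072, paired permutation test, p = 0.42602), as was that between PC1 and PC2 (mean difference -0.04766, p = 0.26574 from the same permutation test). With loadings taken from the replicate 1 fold changes only, an alternative chosen after seeing the data, the medians were 0.0576, -0.12396 and -0.06104. PC1 then had the higher correlation in 17 of 23 modules against PC3 (mean difference 0.15548, paired permutation test, p = 0.00566) and in 18 against PC2 (mean difference 0.24899, permutation p = 0.00089). The modules share their accessions and libraries, so these paired tests over modules do not rest on independent units. The modules themselves were still those of the mean of both replicates. The paper says that the response to the environment could contribute to the total variation, and that the genetic population and experimental artifacts also do.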

The total variation in gene expression could come from the response to the environmental perturbation, but also comes from the genetic population and even experimental artifacts.

### 4.4 Simulation study

A real data‐driven simulation was used to evaluate whether or not LASSO has a better performance in terms of picking up all correct expression patterns, a specific set of PCs, when compared with direct selection based on correlation. The details of the algorithm about the simulation are described in the section of Method.

From Figure 6, one can see that, as the effect size increases, the PR AUC values increases for both LASSO method and correlation method. (Please see the section of Method for the definition of the effect size.) It is suggested from the simulation result that PCs with larger coefficients have higher possibilities to be the true patterns associated with the phenotype. Although the PR AUC values are not high, the power of the LASSO method is significantly higher than that of correlation method. In practical research, biological annotation and GO annotation could further help remove those false positives.

**Figure 6:**
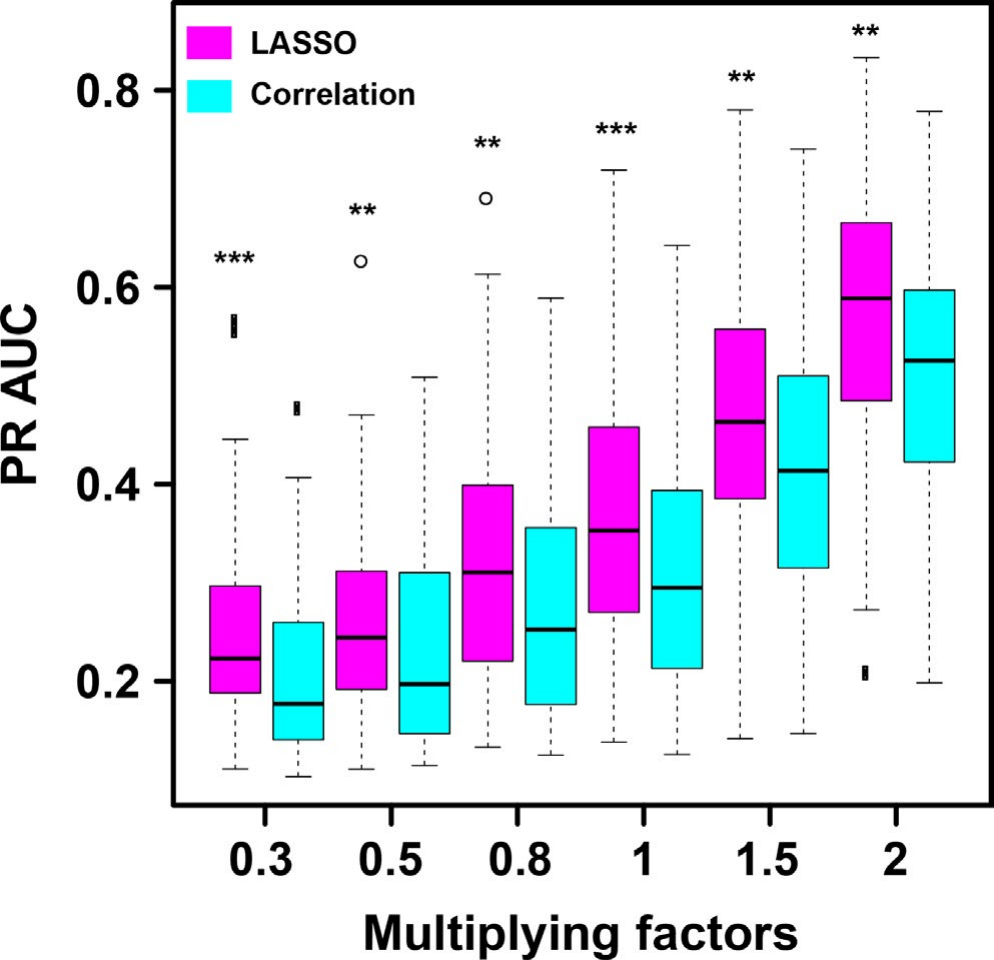
Simulation results of PR AUC comparison between LASSO and correlation method**.** The *x*‐axis represents the different multiplying factors. The box plot displays the 25th and 75th percentiles around the median value. Magenta box stands for LASSO method, whereas the cyan box represents the correlation method. The significance was calculated with Wilcoxon signed‐ranks test and *p* < .05 is labeled as *, *p* < .01 is labeled as **, and *p* < .001 is ***

From Figure 7, one can see that, as the effect size increases, the PR AUC values for both LASSO method and correlation method increase. 

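Simulation II was repeated on the 69 PCs of the 23 modules found from the count tables. In each of 100 simulations, 8 random PCs were given effects of equal size, 4 positive and 4 negative, and normal noise with an SD of 0.5 was added. The noise of the paper comes from its fit to the phenotype, which is not in the files analysed here, so the SD was set before the files arrived, after the cross-validation errors of Fig. 3 had been seen. The mean PR AUC of LASSO was 0.1875 ± 0.0747 (SD over 100 simulations) at an effect size of 0.03, 0.2366 ± 0.1132 at 0.05, 0.2890 ± 0.1194 at 0.08 and 0.2957 ± 0.1196 at 0.1. It was 0.4237 ± 0.1518 at 0.15, 0.5035 ± 0.1620 at 0.3 and 0.5732 ± 0.1431 at 0.5. The largest step between neighbouring effect sizes was from 0.1 to 0.15. The correlation method rose from 0.1927 ± 0.0766 at 0.03 to 0.3985 ± 0.1085 at 0.5.

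**Figure D3:**
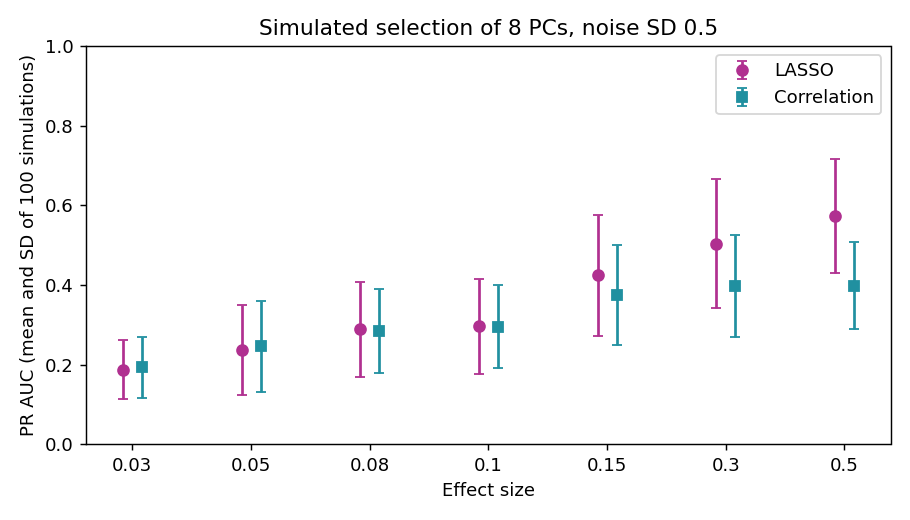
PR AUC (y axis) of LASSO (magenta circles) and of the correlation method (cyan squares) at 7 effect sizes (x axis, evenly spaced categories and not to scale). Points are means and bars are the SD of 100 simulations with 8 PCs of non-zero effect among 69 and a noise SD of 0.5. The methods overlap up to 0.1 and separate from 0.15 on, reaching 0.5732 and 0.3985 at 0.5.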

A sharp increase could be observed when the effect size reaches .08. When we have low effect size, like .03, .05, and .08, there is no difference between LASSO method and correlation method. 

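On the PC matrix of the 23 modules, with a noise SD of 0.5, the mean difference in PR AUC between LASSO and the correlation method was -0.0052 at an effect size of 0.03 (paired sign-flip permutation test with 100000 resamples, p = 0.30, adjusted p = 0.42). It was -0.0093 at 0.05 (permutation p = 0.13, adjusted p = 0.23) and 0.0052 at 0.08 (permutation p = 0.46, adjusted p = 0.53). The adjusted values are by the Benjamini-Hochberg method over the 7 effect sizes. LASSO had the higher PR AUC in 52, 49 and 54 of the 100 simulations. The SD of the difference between simulations was from 0.0489 to 0.0679, well above each mean difference. With a noise SD of 0.25, the mean differences at these effect sizes were -0.0101, 0.0201 and 0.0614, with adjusted permutation p of 0.11, 4.7e-03 and 1.4e-05. PC scores not scaled to unit variance moved them most, to 0.0700, 0.1350 and 0.1716, each with an adjusted permutation p of 1.0e-05, the smallest that can be reached. From the absence of a difference at low effect sizes the paper reasons that modules with a trivial effect on the phenotype could go undetected even with LASSO.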

That means, for modules with trivial effect on the phenotype, we might do not have enough power to detect them even with LASSO method. The advantage of LASSO method begins to show up when the effect size climbs to 0.1. 

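At an effect size of 0.1 the mean PR AUC was 0.2957 for LASSO and 0.2955 for the correlation method in the simulations on the PC matrix found here, a mean difference of 0.0002 ± 0.0691 (SD over 100 simulations, permutation p = 0.98). LASSO was higher in 48 simulations and the correlation method in 52. At 0.15 the mean difference was 0.0497 and LASSO was higher in 69 simulations. At 0.3 it was 0.1070 with LASSO higher in 84, and at 0.5 it was 0.1747 with LASSO higher in all 100. The permutation p at these effect sizes was 1.0e-05, the smallest that 100000 resamples can give. The result at 0.1 depended on the scale of noise to signal. A noise SD of 0.25 gave a mean difference of 0.0660 at this effect size, a noise SD of 1 gave -0.0168, and PC scores not scaled to unit variance gave the largest, 0.1654. The paper states that LASSO starts to have an advantage at an effect size of 0.1.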

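In the main simulations on the 69 PCs found here, the PR AUC was highest at an effect size of 0.5. The median over 100 simulations was 0.5548 for LASSO and 0.3942 for the correlation method. At this effect size, a noise SD of 0.25 in place of 0.5 gave medians of 0.5659 and 0.3969. PC scores not scaled to unit variance gave 0.5685 and 0.3089. A noise SD of 1 moved the LASSO median most, to 0.4805. The highest LASSO median was at an effect size of 0.3 with a noise SD of 0.25 (0.5896) and with unscaled scores (0.5901).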

Also, the PR AUC values could reach around 0.8, which endows us with more confidence.

**Figure 7:**
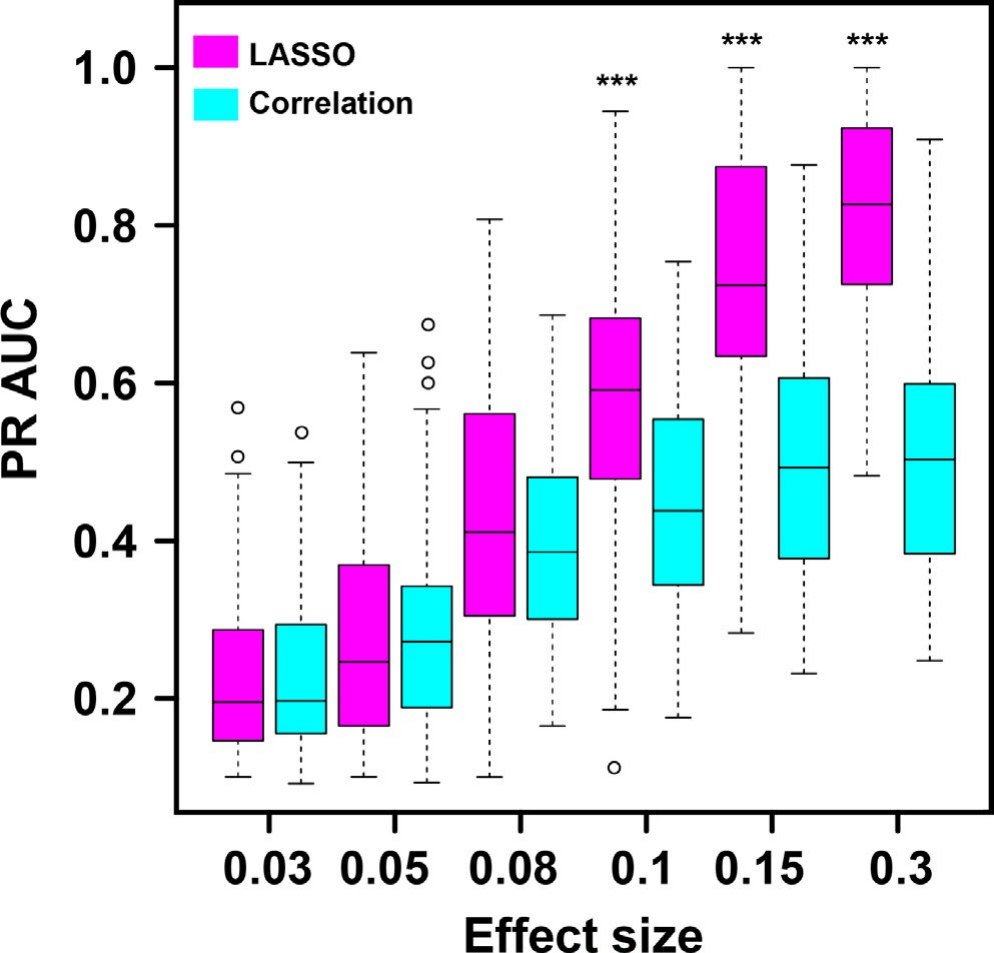
Simulation results of PR AUC comparison between LASSO and correlation method. The *x*‐axis represents different effect size. The box plot displays the 25th and 75th percentiles around the median value. Magenta box stands for LASSO method, whereas the cyan box represents the correlation method. The significance was calculated with Wilcoxon signed‐ranks test and *p* < .05 is labeled as *, *p* < .01 is labeled as **, and *p* < .001 is ***

## 5 CONCLUSION

To link gene co‐expression network to stress phenotype data, a linear model based on LASSO method was applied to the gene co‐expression network of rice with salt stress to discover key genes and their interactions for salt tolerance‐related phenotypes. Submodules in gene modules were identified, and the linear relationship between these submodules and physiological responses of rice under salt stress was discovered. Genes in these submodules have functions related to ion transport, osmotic adjustment, and oxidative tolerance, which are biologically meaningful and useful for studies on rice salt tolerance. This method can be applied to other studies to efficiently and reliably integrate co‐expression network and phenotypic data, and also can be integrated with QTL, eQTL, and GWAS studies.

## CONFLICT OF INTEREST

The authors declare no conflict of interest associated with the work described in this manuscript.

## AUTHOR CONTRIBUTIONS

QD designed the study and implemented the algorithm. MC prepared the RNA‐seq data and phenotypic data. HY and KL helped the RNA‐seq data analysis and association study. QZ contributed to the statistical method and supervised the method development. CZ drafted the manuscript. CZ and HW supervised the whole project. All authors read and approve the final manuscript.

## Supporting information

 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

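The data are RNA-seq read counts of shoots from 92 rice accessions, each under control and salt conditions with 2 replicates, which makes 184 control and 184 salt libraries. The condition, accession and replicate of each library were taken from the sample labels and checked against the paper. The authors trimmed the reads with Trimmomatic, mapped them to the rice genome with TopHat, discarded reads mapped to more than 1 location, and counted reads per gene with HTSeq-count. The deposited values are these raw counts per gene, not normalized, for 57840 genes, with a few summary rows that give reads not assigned to a gene. Between 10217106 and 18631255 reads were counted on genes in a library, with a median of 14449912. The genes are listed under annotation identifiers that could not be matched to the locus names used in the paper.

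For the network, the counts were divided by the median-of-ratios size factors of DESeq2 (version 1.42.0). Genes with a normalized count under 10 in more than 80% of libraries, or with a ratio of the 75% to the 25% quantile under 1.5, were removed. The log2 fold change of each accession was computed from the means of the 2 salt and the 2 control libraries with a pseudocount of 1, and genes whose upper and lower quartile differed by more than 0.25 were kept. The unsigned network used Pearson correlation, a soft threshold of 4, topological overlap and average linkage. Modules were cut with an implementation of the dynamic hybrid method written for this purpose, with a minimum module size of 25, deepSplit 2, a stage that assigns remaining genes to the nearest module, and no merging. Each module's log2 fold changes were standardized and its first 3 principal components taken. The contribution of a gene to a PC is its squared loading, compared at each rank with the 95% quantile of 10000 draws from a flat Dirichlet distribution. The simulation of the paper with random PCs was run with glmnet (version 4.1.10), 300 values of lambda and 100 simulations per effect size, with methods compared by a paired sign-flip permutation test. The tree cut and the broken-stick count were tested on simulated data, where 6 of 6 modules and 10 of 10 planted submodule genes were found. The simulated modules were more tightly correlated than the loosest modules of the real data.

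The response to salt, which the paper does not test gene by gene, was tested with edgeR (version 4.0.16, R 4.3.3). The replicates of each accession and condition were summed to 184 libraries, so that the accession was the unit, and genes with low counts were removed with filterByExpr. The quasi-likelihood test (glmQLFit and glmQLFTest) had accession and condition as factors, TMM normalization and Benjamini-Hochberg adjustment, with an adjusted p under 0.05 as the threshold. The standard error of a log2 fold change was derived from the F statistic. On simulated counts with 200 changed genes among 2000, the test recovered 99.5% of the changed genes and called 8 unchanged genes. All simulated changes were larger than 0.1125, the median absolute log2 fold change of the real genes past the threshold. A single dispersion was used for all simulated genes. The recovery therefore does not give the power for changes as small as most of those found. The genes named in the text follow a rule set before the files arrived: the 10 genes with the largest absolute log2 fold change among those past the threshold that changed in the same direction in at least 80 of the 92 accessions. The loci named in the paper belonged to the same rule but could not be located.

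The labels of the libraries were checked on genes with a normalized count of at least 20 in at least 20% of libraries and under 1 in at least 20%, by asking which other library correlates most with each library. No library was moved to another accession on this basis. Correlations across accessions or replicate pairs are given with permutation p-values from 100000 resamples.

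The mapping of samples, the designs of the tests and most alternatives were fixed before the files arrived. The alternatives were other pseudocounts, normalizations, quantiles, a literal ratio of quantiles, tree-cut settings, a soft threshold of 6, the salt libraries alone, the replicates as separate columns, DESeq2's Wald test, no filter on low counts, separate libraries with and without a replicate block, each replicate left out, and other noise levels in the simulation. Leaving out accession 88, and taking PC loadings from replicate 1 only, were added after the data had been seen. The relation to shoot Na+ content, the LASSO selection, the simulation based on it, the enrichment of gene functions and the named loci were left out, because the files analysed here hold neither the phenotype nor a table that pairs the gene identifiers with locus names or functions.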

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

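The paper does not test single genes for a response to salt, and in the count tables genes differed between salt and control. With the accession as the unit and 23443 genes tested, 1835 genes were higher and 2144 lower under salt (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). The changes were small. Their median absolute log2 fold change was 0.1125, the median gene past the threshold moved in its direction in 60 of 92 accessions, and 22 genes reached an absolute log2 fold change of 1. Without replicate 1, 168 genes were higher and 147 lower, and without replicate 2, 982 and 1574, so most of the count was lost when replicate 1 was left out. The designs differ in how they treat the 2 replicates. With all libraries kept separate and no replicate block, 909 genes were higher and 1313 lower, and with the replicate number as a replicate block 942 were higher and 1385 lower. With a block for each accession and replicate number, which pairs the control and salt libraries that share both, 1658 were higher and 2042 lower. The pairing is taken from the labels. It was checked by correlating the difference between replicates 1 and 2 under control with that under salt. The mean r over genes was 0.2275 within an accession, positive in 72 of 92 accessions (sign-flip permutation p = 1e-05, the smallest that the resamples can give), and 0.0091 between different accessions.

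To see how often such a count arises without a common effect of salt, the salt label was exchanged at random within accessions, on a seeded set of 1500 genes to keep the time within limits. The real assignment gave 226 genes past the threshold. Of the 40 assignments, 1 gave as many, the real one itself. Among the 39 others, the largest count was 57 and 38 gave no gene. The depth of the 2 conditions was similar, with medians of 14386004 and 14531112.5 gene counts. Bias by gene length or GC content was not tested, because no annotation is in the files analysed here, and the salt and control libraries carry no batch labels. The shared response to salt is therefore a hypothesis with these explanations open.

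The 10 genes chosen by the rule set beforehand were 13103.t04490, 13104.t04403, 13102.t01835, 13103.t01064 and 13103.t02336, lower under salt, and 13109.t02019, 13111.t00050, 13112.t00050, 13105.t03252 and 13110.t03500, higher. The largest decrease was in 13103.t04490, from 4.6664 ± 4.1604 to 1.833 ± 2.3316 CPM (reads per gene scaled to the effective library size; SD, n = 92 accessions), a log2 fold change of -1.4587 (standard error 0.1426, adjusted p = 5.157e-14 from edgeR's test) and lower in 81 accessions. The largest increase among the 10 genes was in 13109.t02019, from 5.6116 ± 5.7216 to 13.4236 ± 10.5477 CPM, and higher in 81 accessions. Its log2 fold change was 1.3352 (standard error 0.1302, adjusted p = 4.977e-14 from edgeR's test). It was 0.9516 without replicate 1 and 1.7585 without replicate 2. The smallest adjusted p among them was 6.076e-22, for 13110.t03500, with a log2 fold change of 0.7565 and an increase in 86 accessions. The functions of these genes are not in the files, and genes with near-identical copies could not be identified.

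In salt replicate 1 of accession 225, 55.54% of the alignments were at more than 1 place, against 19.77% in the next highest library. This was flagged because the paper discards such reads and gives no count of them. Both predictions for it were written after the value was seen. If the reads had cost the library its depth, its gene counts would lie below those of every other salt library. They were 10348099, and 1 of the 183 other salt libraries had fewer, so the prediction was narrowly missed. The median of the salt libraries was 14531112.5, and its replicate had 15097836. A loss of depth to these reads is therefore not excluded. If discarding these reads left the counts of other genes unaffected, its correlation with its replicate would lie within the range of other salt pairs. It was 0.9595, with the others between 0.7554 and 0.9871. That range is so wide that the test could hardly have failed, so it does not decide. The median over all 184 replicate pairs was 0.957, so this pair was not unusually unlike. No biological explanation was tested.

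Control replicate 2 of accession 88 had a highest correlation of -0.2772 with the other libraries of its accession, over 1060 genes that are on in some libraries and off in others. It correlated at 0.9613 with a library of accession 303. Over all libraries, 360 were nearest to their own accession and 8 to another, and the median of the highest correlation with the own accession was 0.9688. A mislabelled sample is a candidate explanation for the least alike replicate pairs in general, and the prediction was written before the test. Of the 10 pairs with a correlation of log2 counts below 0.9, 2 include an accession and condition with a library that is nearest to another accession or below 0.8 with its own. In the salt pair of accession 57 the doubt was slight. Its replicate 1 correlated at 0.9464 with a library of accession 130 and at 0.9408 with its own accession. The other 8 pairs include no such library, so labels could explain at most a few of the low pairs. Control replicate 2 of accession 88 was kept under its label. When accession 88 was left out, an alternative chosen after seeing the data, 2086 genes were higher and 2136 lower under salt. No biological explanation was tested, and contamination by another sample was not tested either.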

How the results depend on the processing

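Of the 192 headline values recomputed under an alternative, 110 were unchanged. Counts were judged by a ratio of 1.5 to the main count, the difference in PR AUC by its direction and its test, and other values by the main value's spread. The broken-stick test for PC1 is left out of these numbers, since no gene could be counted for it in the main setting. The 10 named genes kept their direction and an adjusted p under the threshold in all 90 refits. The number of libraries nearest to their own accession was 360, or 355 on all network genes.

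The counts of salt-responsive genes, 1835 higher and 2144 lower, moved to 909 and 1313 with separate libraries and no replicate block, and to 942 and 1385 with a replicate block. Separate libraries with a block for each accession and replicate number gave 1658 higher and 2042 lower, so separate libraries alone did not lower the counts. The fits that each left out one replicate gave from 168 to 982 genes higher and from 147 to 1574 lower. With an absolute log2 fold change of at least 1 as well, 10 genes were higher and 12 lower.

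The literal ratio of quartiles kept 192 genes, since it drops most genes whose quartiles have opposite signs, and gave 2 modules of 129 and 46 genes, a scale-free fit of 0.8736, a highest PC1 share of 36.41%, a range of PC1 to PC3 shares from 41.37% to 50.2%, and 0 broken-stick genes for PC2 and 0 for PC3. The 90% and 10% quantiles let in genes that vary in a few libraries and kept 20308 genes, with a fit of 0.7945, 52 modules, PC1 shares from 27.86% to 67.3%, a lowest PC1 to PC3 share of 35.19% and 1838 broken-stick genes for PC2.

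The tree cut set the modules. With deepSplit 1 there were 14 modules, PC1 shares of 26.62% to 57.99% and a lowest PC1 to PC3 share of 35.35%. With deepSplit 3 there were 42 modules and PC1 shares of 21.87% to 64.38%. Merging gave 14 modules, PC1 shares of 25.24% to 57.99% and 1632 broken-stick genes for PC2. Without the stage that assigns remaining genes, which are those least like a module's core, the largest module had 987 genes, PC1 explained 34.4% to 76.35%, PC1 to PC3 45.96% to 82.0%, and 153 genes for PC2 and 241 for PC3 passed the broken-stick test.

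A pseudocount of 0.1, which widens fold changes of low counts, gave PC1 shares of 20.88% to 60.43% and PC1 to PC3 shares of 28.5% to 69.18%. A pseudocount of 10 gave a fit of 0.9387, lowest shares of 26.99% and 35.53%, and 314 and 694 broken-stick genes for PC2 and PC3. TMM normalization gave a lowest PC1 share of 25.17% and 281 and 1188 such genes. The 184 columns gave highest shares of 58.04% and 69.87% and 1779 broken-stick genes for PC2. The salt libraries alone, where differences between accessions are not divided by the control, gave a fit of 0.8491, 15 modules, lowest shares of 29.79% and 36.76%, a highest PC1 to PC3 share of 69.14% and 1474 broken-stick genes for PC2. A soft threshold of 6 gave a lowest PC1 share of 21.61%, a highest PC1 to PC3 share of 69.54% and 931 broken-stick genes for PC2. The 75% quantile of the background gave 2224 genes for PC2, and the 99% quantile 813 for PC3.

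Across the fits that each left out one replicate, the scale-free fit was from 0.9169 to 0.9423, the lowest PC1 share from 24.82% to 25.5%, the highest PC1 to PC3 share from 73.36% to 75.92%, and the broken-stick genes from 569 to 1148 for PC2 and from 1033 to 1528 for PC3. Their SD is the spread against which PC shares were judged, and with 2 fits it is itself imprecise.

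The difference in PR AUC at an effect size of 0.1 was 0.0002. It was -0.0168, in favour of correlation, with a noise SD of 1, and 0.066 with a noise SD of 0.25. It was 0.1654 with unscaled PCs, which give the PCs of large modules a larger effect. At 0.05 and 0.08, a noise SD of 0.25 and unscaled PCs also put LASSO ahead, with 0.0201 and 0.0614 for the former and 0.1350 and 0.1716 for the latter.

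Chosen after seeing the data, leaving out accession 88 moved the lowest PC1 share to 25.24% and the broken-stick genes for PC3 to 787. Loadings from replicate 1 only, also chosen after seeing the data, moved the median replicate correlation from 0.1411 to -0.12396 for PC2. For PC3 it moved from 0.14969 to -0.06104. The main loadings come from both replicates, and the cause of these changes was not tested.

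The co-expression of the loci named in the paper, with its alternatives, was not run, because the loci could not be located among the identifiers of the count tables. Every library had 10217106 or more gene counts, and which genes this depth limits was not tested.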

Differences from the paper's values

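Among the values stated in the text of the paper that were set beside a value found here, none differed from the main setting by more than 1.5 times. Of the pairs furthest apart, the largest module had 4386 genes against the paper's 2963, and the lowest PC1 share was 24.64% against 35%. The number of modules was 23 against the paper's 17, and 11707 genes were kept for the network against 8953. The median PR AUC of LASSO at an effect size of 0.5 was 0.5548. The paper says only that PR AUC could reach around 0.8, without giving a median or an effect size. The highest share of PC1 was 62.27% against the paper's 62%, and the share of the top 3 PCs was 32.92% to 73.46% against the paper's 42% to 70%. The smallest module had 30 genes against the paper's 34. With the fold change of each replicate number as 184 columns, the smallest module had 34 genes, the paper's value. The highest PC1 share rounded to the paper's 62% also with TMM normalization (62.29%), without replicate 2 (61.51%) and with a soft threshold of 6 (62.05%), and the highest share of the top 3 PCs rounded to the paper's 70% with the 184 columns (69.87%) and with a soft threshold of 6 (69.54%). The largest module came near the paper's 2963 with the 90% and 10% quantiles (3000 genes) and without replicate 1 (3041 genes). The lowest share of the top 3 PCs was 41.37% with the literal ratio of quartiles and 45.96% without the stage that assigns remaining genes, on either side of the paper's 42%. Without that stage the lowest share of PC1 was 34.4%, the nearest to the paper's 35%. The number of modules was nearest to the paper's 17 with the salt libraries alone (15) and with the 184 columns (19), and the genes kept were nearest to the paper's 8953 with a pseudocount of 10 (10684).

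The paper states that the advantage of LASSO over correlation starts at an effect size of 0.1 and that PR AUC rises sharply at 0.08. Here, with a noise SD of 0.5, the mean difference at 0.1 was 0.0002, LASSO was higher from 0.15 on with a mean difference of 0.0497, and the largest rise of LASSO was between 0.1 and 0.15, from 0.2957 to 0.4237. With a noise SD of 0.25 the difference at 0.1 was 0.0660, and with PC scores not scaled to unit variance it was 0.1654, so LASSO was ahead at the effect size the paper gives. These settings also put LASSO ahead at smaller effect sizes, where the paper states no difference. With a noise SD of 0.25 the mean difference was 0.0201 at 0.05 (adjusted permutation p = 4.7e-03, LASSO higher in 61 of 100 simulations) and 0.0614 at 0.08 (adjusted permutation p = 1.4e-05, higher in 77). With unscaled PC scores it was 0.0700 at 0.03 (adjusted permutation p = 1.0e-05, the smallest that the resamples can give, higher in 79). None of the settings gave both no difference up to 0.08 and an advantage of LASSO at 0.1.

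Table 2 of the paper lists genes selected by the broken-stick test for the first PC of some modules. Here the 0 genes for PC1 follow from the contribution as a squared loading of standardized genes together with the rule for counting. Counting stopped at the first gene, from the largest contribution down, that did not exceed the background. The paper does not state such a stop, and lower ranks were not counted for PC1. The highest contribution possible for PC1 was below the background of the largest contribution in all 23 modules. In the module of 285 genes it was 1.4239% against 3.0041%. The lists of the paper for the first PC were therefore not tested here.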

Other observations

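The log2 fold changes of the 11707 network genes did not repeat across accessions between replicates. The median correlation over genes was -0.0277, while that of the expression levels was 0.4447 under control and 0.4285 under salt. Several explanations were tested. The predictions for the first pair were written before and those for the last pair after the results were seen. If sampling noise at low counts were the cause, genes with the highest levels would have clearly higher correlations. The quartile of genes with the highest levels had a median of -0.0601 and that with the lowest -0.0089. If mislabelled samples were the cause, leaving out the 7 accessions with a doubtful library would raise the correlation. It rose to -0.013 over the other 85 accessions, the direction predicted, but stayed negative. An accession-specific response to salt would give a correlation above that of shuffled accessions. Of 100 shuffles, 93 had a median at least as high. This asks whether the fold changes repeat and is not an explanation of why they did not. If replicates grown or harvested together share deviations, expression under control and salt would correlate more between libraries with the same replicate number. The median was 0.6287 with the same number and 0.4434 with different numbers. This shows that control and salt libraries with the same number deviate together. Such deviations cancel in the fold change of that number, so this test does not bear on the cause of the value of -0.0277, and the pattern cannot be told apart from this explanation by it. With the numbers crossed between control and salt, where these deviations do not cancel, the fold changes had a median of -0.2052. Levels under control and salt with different numbers correlated about as well (median 0.4434) as replicates within control (0.4447) or salt (0.4285). On these medians, the repeatable differences between accessions were largely shared by both conditions, which leaves little to repeat in the fold change. No explanation tested here was shown to be the source of the variation that did not repeat.

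Whether the scores of PC1 repeated better than those of PC2 and PC3 depended on the loadings. The prediction, written before the test, was that noise between libraries would give lower replicate correlations for the higher PCs. With the loadings of the main fit, the mean over modules of the replicate r of PC1 minus that of PC3 was -0.04072 (paired permutation test, p = 0.42602), and PC1 was higher in 10 of 23 modules. With loadings from replicate 1 only, an alternative chosen after seeing the data, it was 0.15548 (permutation p = 0.00566, PC1 higher in 17 of 23), and PC1 minus PC2 was 0.24899 (permutation p = 0.00089, PC1 higher in 18 of 23). These tests treat the modules as independent, although all of them share the same accessions and libraries. Since PC1 itself passed the adjusted threshold in 1 of 23 modules with the loadings of the main fit, it gives no reference against which the higher PCs can be judged, and the test cannot separate noise from other sources of variation. This reading was set after the result was seen. No biological explanation was tested.

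No relation of the PC1 scores to depth passed the threshold after adjustment, although 1 module came near it. Correlations of PC1 with the log2 ratio of salt to control depth over 92 accessions were computed for 23 modules, and 0 had an adjusted permutation p under 0.05, with a lowest adjusted value of 0.36215 for Pearson's r and 0.05865 for Spearman's rho. The latter was in the module of 166 genes, where rho was -0.30939 (permutation p = 0.00255) and r was -0.2434 (permutation p = 0.01955, adjusted p = 0.36215), or -0.22223 without the 2 accessions farthest from the median depth ratio. A relation to depth in this module is therefore not excluded. The prediction was written before the test. No biological explanation was tested.

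Replicate pairs of 1 accession and condition differed widely, with a lowest correlation of log2 counts of 0.755 and a median of 0.957. All 3 predictions were written before the tests. Of the 10 pairs below 0.9, 2 include a library with a doubtful label, and for the salt pair of accession 57 that doubt was slight. The absolute log2 ratio of the depths of a pair did not relate to its correlation (Pearson r = -0.0248, permutation p = 0.73622, Spearman rho = 0.04816, permutation p = 0.51652, n = 184 pairs, adjusted p = 0.88466 for r and 0.61983 for rho). The difference between replicates in the share of counts taken by the 10 most abundant genes did (r = -0.53379, permutation p = 1e-05, rho = -0.33542, permutation p = 1e-05, the smallest that can be reached, adjusted 3e-05 and 6e-05 over 6 relations). Within control pairs r was -0.44504 and rho -0.37185, and within salt pairs r was -0.60679 and rho -0.29815. Without the 2 pairs with the largest difference from the median, r was -0.41596. A few genes taking a different share of the counts is a candidate explanation for the less alike pairs, and the share could equally be a consequence of another difference between the samples. No biological explanation was tested, because both libraries of a pair share accession and condition.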
